A study of Arabidopsis thaliana with 2 samples. Its data were reported in "The histone H3 variant H3.3 regulates gene body DNA methylation in Arabidopsis thaliana" (2017).

How the data were processed

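RNA was measured in pooled 10-day-old seedlings grown on plates, with 1 library of WT and 1 library of h3.3kd. The extracted RNA was sent to a company for libraries, sequencing and data analysis. There mRNA was enriched, cDNA was primed with random hexamers and an Illumina instrument was used. The analysis used TopHat, Cufflinks, Cuffmerge and Cuffdiff, and reads were aligned to TAIR9. The study also describes microarrays whose trends resembled those of the RNA-seq, and these arrays are not among the files used here. Versions, strand setting, filters and the library scaling of Cuffdiff are not given in the sources used here. The authors deposited 1 table of FPKM values, fragments per kilobase of transcript scaled to library size, with 1 column per library. FPKM values are not counts, so no count test was run, and absolute depth could not be had from them. Since mRNA was enriched, and short genes yield few fragments, values of tRNA, snoRNA and microRNA genes are imprecise. Where copies of a gene are near-identical, the software divides shared reads between them. In all 203 detected genes had both values identical to those of another gene, and whether these are copies was not checked.

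The low values were checked for steps of whole fragments. Among 1323 genes above 0 and below 0.3 FPKM in both libraries, 77.7% had an h3.3kd to WT ratio within 0.5% of 0.982 times a ratio of whole numbers up to 10. For ratios spread evenly on a log scale from 0.1 to 10 the share would be 13.8%. The value of 1 fragment was therefore nearly equal in both libraries. The summed FPKM of chloroplast genes was 14.6% of the total in WT and 14.0% in h3.3kd.

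From the FPKM values the log2 ratio was computed as log2 of (h3.3kd + 1) over (WT + 1), a scale that understates differences of scarce genes. Folds quoted for single genes are ratios of FPKM itself, and a gene listed at 0 gets no fold. Genes with at least 1 FPKM in either library counted as detected, and a 2-fold threshold was applied to the log2 ratio. The study called genes with Cuffdiff. With 1 library per genotype only sizes are given here, with no test.

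In all 39 lists with 522 genes were fixed by gene code before the data were examined, covering histones, chromatin factors, organ markers, responses and development. The study's supplementary text and short tables had been read by then, and its lists of called genes had been opened at their first rows only. Those rows showed 2 cupin genes among the higher genes, neither in the seed list, so that list was not fixed blind to the study's calls. The median of a list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins and drawn without the list's members. Lists with fewer than 3 detected members got no percentile. Of the 33474 gene codes 32691 matched the TAIR10.1 annotation, which was used for symbols, gene types and neighbours, and no coordinates are given because it differs from the build used for alignment. Members were kept where their symbol was the symbol or a synonym of their code there, or where their code has no symbol there to compare. Some synonyms worded differently were matched by hand after the data were opened. HTR10, PER3, PER42, PER73, CLO2 and ERF109 had no such match and were left out, which does not show that their codes were wrong.

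Genes named in the text followed a rule fixed in advance. They were every detected H3.3 gene, the 12 highest and 12 lowest log2 ratios among genes with at least 5 FPKM in the higher library, and up to 4 members per list with the largest absolute log2 ratio. A version of the second part restricted to protein-coding genes listed above 0 in both libraries was added after the data were seen. Genes were also split into 5 quintiles of mean expression.

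Alternatives fixed in advance were pseudocounts of 0.1 and 5 FPKM, 3 rescalings of h3.3kd, no filter and a filter of 5 FPKM, thresholds of 1.5-fold and 4-fold, random lists matched on WT expression, quintiles of WT expression and an expression threshold of 1 FPKM. The rescalings set the median log2 ratio to 0, gave both libraries equal sums over detected nuclear genes, or set the mean log ratio to 0 after trimming 30% on the ratio and 5% on the mean at each end. Added later were protein-coding genes only, as the gene set or as the source of random lists, and the left-out members kept.

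The list step was tested on simulated data, with WT values given random scatter, independent between genes, to stand for h3.3kd over 20331 genes. Of 100 lists of 15 genes shifted by 1 on the log2 scale, 100% lay in the highest 2.5% of random lists, and of 100 lists left alone 7% lay in the highest or lowest 2.5%. In a separate copy of the WT values without scatter, 200 genes were set 4-fold higher on FPKM + 1. All 200 were found at least 2-fold higher, which follows from the arithmetic and checks only the code. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.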

Results

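The data were gene-level expression values from RNA-seq of 10-day-old Arabidopsis seedlings of the Columbia ecotype. One library came from wild type (WT) and 1 library from h3.3kd, a line that combines insertions in HTR4 and HTR8 with an artificial microRNA against HTR5. These 3 genes encode histone H3.3, the H3 variant that is deposited outside DNA replication. With 1 library per genotype the differences have no replicate check in these files, so values are given without error and without a p-value, and they compare these 2 libraries rather than the 2 genotypes. The table held 33474 genes, of which 21340 were above 0.5 FPKM (fragments per kilobase of transcript, scaled to library size) in WT and 21070 in h3.3kd. The files give no fragment counts, so the total depth of each library is unknown. Among 1323 genes above 0 and below 0.3 FPKM in both, the most frequent ratio of h3.3kd to WT was 0.982, shared by 295 genes, so the FPKM value of 1 fragment was nearly equal in the 2 libraries.

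The first comparison asked whether the transcripts targeted by the knockdown were lower. All 3 H3.3 genes were lower in h3.3kd. HTR8 (AT5G10980) stood at 208 FPKM in WT and 9.62 in h3.3kd, a log2 ratio of -4.30. HTR4 (AT4G40030) stood at 336 and 79.3 FPKM, a log2 ratio of -2.07. HTR5 (AT4G40040) stood at 426 and 198 FPKM, a log2 ratio of -1.10, and was the H3.3 gene with the most transcript left. Summed over the 3 genes, FPKM in h3.3kd was 29.5% of the WT sum. The study reports that full-length transcripts were absent from the insertion lines. FPKM does not tell full-length from partial transcripts, so this sum need not be functional H3.3 transcript. The median log2 ratio of the 3 genes lay below all 10000 random lists matched on expression. HTR4 and HTR5 are neighbours on chromosome 4, and the H3 genes are near-identical copies, so the split of reads between single copies is uncertain.

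The other histone genes were examined next, to see how their transcripts stood when H3.3 was low. H4 and H3.1, the H3 form deposited during replication, were higher in h3.3kd, and so was the stress-inducible linker histone H1.3 (AT2G18050). H1.3 showed 25.1 FPKM in WT and 231 in h3.3kd, a 9.21-fold difference. Of 8 H4 genes, 6 were at least 2-fold higher and 2 lay between, with a median log2 ratio of 1.09. The H4 gene AT3G53730 had 116 FPKM in WT and 505 in h3.3kd, AT2G28740 had 73.0 and 175, AT5G59690 had 93.2 and 211, and AT1G07820 had 76.8 and 165. All 5 H3.1 genes were above 0 on the log2 scale, with a median of 0.78, and 1 of them, HTR3, was at least 2-fold higher (20.8 and 48.8 FPKM). HTR2 stood at 154 and 273 FPKM and HTR1 at 119 and 206 FPKM. The FPKM of H3.3 and H3.1 genes together was 67.7% of the WT sum, and the H3.3 share of that total was 72.9% in WT and 31.8% in h3.3kd. These sums can also include partial transcripts of the H3.3 genes. The medians of the H3.1 and H4 lists lay above all 10000 random lists. The study examined the histone lists on these libraries, so their direction is not independent evidence, and the copies within each family are too alike for single values to be certain.

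**Figure D1:**
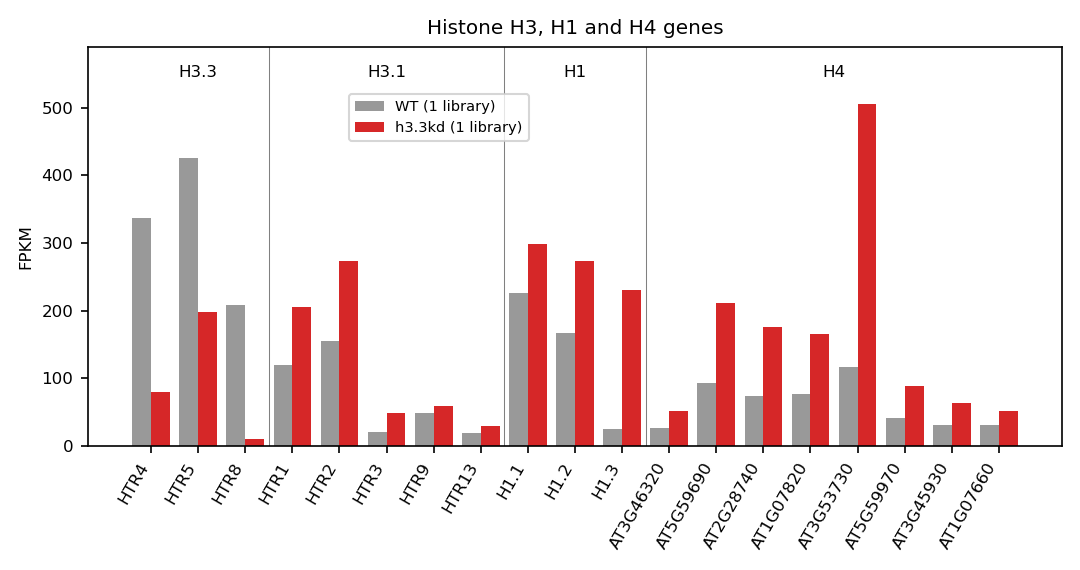
FPKM of each H3.3, H3.1, linker H1 and H4 gene in the WT library (grey bars) and the h3.3kd library (red bars), with 1 library per genotype and so no error bars. The 3 H3.3 genes are lower in h3.3kd and the 8 H4 genes are higher, AT3G53730 reaching 505 FPKM.

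The remaining histone groups differed less. H1.2 stood at 167 and 273 FPKM and H1.1 at 226 and 299 FPKM, so 1 of 3 linker histone genes was at least 2-fold higher and the list median was 0.71, at percentile 99.96. Of 10 detected H2B genes 1 was at least 2-fold higher, HTB6 (8.31 and 33.7 FPKM), and the list median was 0.40, at percentile 99.98. HTB9, the H2B gene with 184 FPKM in WT, had 268 in h3.3kd. None of the 6 canonical H2A and H2A.X genes and none of the 3 H2A.W genes, a heterochromatic variant, reached 2-fold. Their medians were 0.30 (percentile 99.57) and 0.47 (percentile 99.56), with HTA3 at 45.6 and 61.7 FPKM and HTA7 at 54.1 and 91.0 FPKM. The 4 H2A.Z genes had a median of -0.03, at percentile 45.5, and HTA9 stood at 133 and 110.2 FPKM. Of the other H3-like genes only HTR11 (1.22 and 2.5 FPKM) and the centromeric HTR12 (4.61 and 4.64 FPKM) were detected, too few for a percentile.

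Genes that act on histones and on DNA methylation lay near equality in the 2 libraries. None of the 10 H3 chaperone genes reached 2-fold (median 0.14, percentile 96.7). HIRA, the H3.3 chaperone, stood at 3.83 FPKM in WT and 4.86 in h3.3kd, and ASF1B at 10.3 and 13.3 FPKM. The 3 genes of H2A.Z deposition had a median of -0.07 (percentile 38.7), and PIE1 stood at 6.67 and 7.81 FPKM. None of 17 DNA methyltransferases and cofactors reached 2-fold, with a median of -0.01 at percentile 63 that turned positive when the median ratio or the trimmed mean was set to 0. SUVH5 stood at 2.17 and 3.34 FPKM and DRM2 at 10.3 and 9.38 FPKM. None of 5 detected demethylase and antisilencing genes reached 2-fold (median -0.18, percentile 12.3), with ROS1 at 17.79 and 12.4 FPKM. Of the methylation-silenced loci only QQS was detected, at 4.28 and 4.20 FPKM. The study also examined most of these genes on these libraries, so the lists are not independent evidence.

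Across the transcriptome the design asks which genes differ between h3.3kd and WT, and more of them were lower than higher. Of 20610 detected genes, those with at least 1 FPKM in either library, 579 were at least 2-fold lower in h3.3kd and 270 were at least 2-fold higher. Lower genes thus made up 68.2% of the genes past 2-fold, and 95.9% of detected genes lay within 2-fold. The largest ratios of all belonged mostly to short RNA genes and seed storage genes. The 12 lowest were all listed at 0 in h3.3kd, and 10 of the 12 highest were listed at 0 in WT. They included 2 chloroplast genes in each direction and the microRNA genes MIR827 (143 FPKM in WT, listed at 0 in h3.3kd), MIR167b and MIR157a on the lower side, with MIR319a and MIR833a on the higher side. Of 85 detected tRNA genes, 43 were listed at 0 in h3.3kd and 21 in WT, so a 0 here can be a failed estimate for a short gene. Across detected genes Pearson's r between the libraries was 0.95 and Spearman's rho was 0.96, over genes that are not independent replicates. Among protein-coding genes listed above 0 in both libraries, an alternative chosen after the data were seen, 145 were at least 2-fold higher and 396 lower.

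In that protein-coding set phosphate starvation genes were frequent among the lowest ratios. IPS1, PS2, PECP1, SPX3, AT4 and MGD3 were 6 of the 12 lowest, although IPS1 and AT4, which the annotation used here types as protein-coding, are known as non-coding RNAs. The others included AT5G20790 (88.0 and 6.36 FPKM), AT1G62510, a member of the lipid-transfer and 2S albumin superfamily (186 and 19.8 FPKM), the pathogenesis-related gene PRB1 (13.3 and 0.642 FPKM) and the receptor-like gene RLP19 (13.5 and 0.981 FPKM). MAPR2 had 9.16 FPKM in WT and was listed at 0.000507 in h3.3kd, too near 0 to be read as an amount, so no fold is given. The 12 highest held 6 seed storage or oil body genes, H1.3, the defensin genes PDF1.3 (9.99 and 95.6 FPKM) and PDF1.2C, and 3 genes annotated as uncharacterized, among them AT3G28899 (7.89 and 100.7 FPKM).

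**Figure D2:**
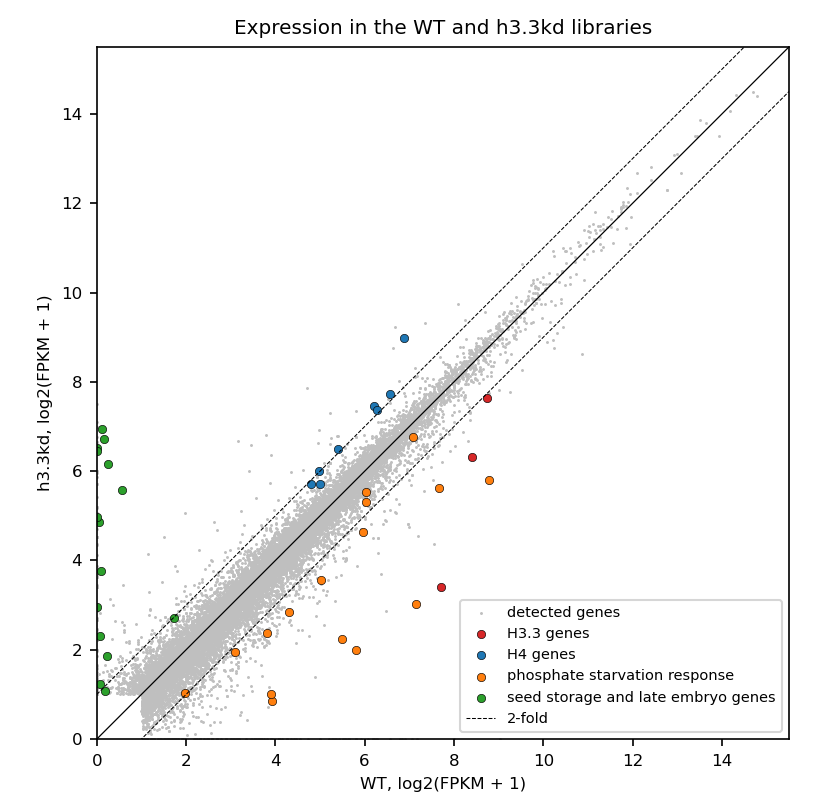
Each grey point is a detected gene, with log2(FPKM + 1) in WT on the horizontal axis and in h3.3kd on the vertical axis, and dashed lines mark 2-fold. Coloured points are members of 4 fixed lists: H3.3 and phosphate starvation genes lie below equality, and H4 and seed storage genes above it.

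When genes were grouped by mean expression, the median log2 ratio went from -0.09 in the lowest quintile to 0.02 in the highest. The lowest of these quintiles held 143 genes at least 2-fold higher and 269 at least 2-fold lower, and the highest held 30 and 64. Grouped by WT expression, the balance in the lowest quintile was the reverse, with 201 higher and 120 lower, and the highest held 20 and 114. The medians of these 2 WT quintiles were -0.01 and -0.00146.

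Phosphate starvation genes were the response list with the lowest median. Of 16 members 12 were at least 2-fold lower in h3.3kd, none was higher, and the median log2 ratio was -1.46, below all 10000 random lists. IPS1, a non-coding RNA that sequesters miR399, had 141 FPKM in WT and 7.13 in h3.3kd. The phosphatase genes PS2 and PECP1 stood at 55.1 and 3.0 FPKM and at 44.1 and 3.76 FPKM, and the SPX domain gene SPX3 at 14.2 and 0.814 FPKM. The iron deficiency list went the other way, with 5 of 12 detected members at least 2-fold higher, 8 above 0 and 4 below, a median of 0.82 and a position above all 10000 random lists. The median was 0.45 with no filter or a filter of 5 FPKM, and 0.38 with a pseudocount of 5 FPKM. Of the 5 members past 2-fold, 4 were under 1 FPKM in WT and count as detected through h3.3kd alone. IRT1, the root iron transporter, stood at 2.45 and 12.5 FPKM, BHLH38 at 0.128 and 2.14 FPKM and the ferric reductase gene FRO2 at 0.886 and 3.5 FPKM. With a pseudocount of 5 FPKM FRO2 and BHLH38 were under 2-fold. None of the 6 detected nitrate genes reached 2-fold (median 0.01, percentile 44.2, but below 0 at -0.000385 with no filter and -0.08 with a filter of 5 FPKM). NRT2.1, with the largest ratio, stood at 0.509 and 1.16 FPKM, 2.27-fold higher on FPKM itself, and was under 1 FPKM in WT. The nitrate reductase genes NIA1 and NIA2 had 604 and 710 FPKM in WT against 477 and 567 in h3.3kd.

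Root and leaf markers also differed between the pools, beside these nutrient lists. None of 15 root hair genes and none of 17 detected root tissue markers reached 2-fold, but their medians were -0.36 (percentile 0.05) and -0.33 (percentile 0.19), or -0.19 for each with a pseudocount of 5 FPKM. XTH26, of root hair cells, stood at 18.7 and 9.10 FPKM, which is 2.06-fold lower on FPKM itself. PHO1 and NPF7.3, of the root stele, stood at 70.2 and 40.8 FPKM and at 117 and 69.8 FPKM. Photosynthesis genes had a median of 0.27 (percentile 99.99), and 1 of 27 was at least 2-fold higher, the antenna gene LHCB2.1 (305 and 665 FPKM). RBCS2B, a small subunit gene of Rubisco, stood at 2299 and 3567 FPKM.

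Seed storage genes were the list with the highest median. Of 15 detected members 13 were at least 2-fold higher in h3.3kd, none was lower, and the median of 4.81 lay above all 10000 random lists. Only 1 of the 15 reached 1 FPKM in WT, so the others count as detected through their h3.3kd value alone. With no filter the median was 1.62, and with a pseudocount of 5 FPKM it was 2.71. SESA3, a 2S albumin, had 0.0805 FPKM in WT and 122 in h3.3kd, and CRU3, a cruciferin, had 0.115 and 105. SESA1 and SESA2 were listed at 0 in WT and stood at 90.3 and 87.1 FPKM in h3.3kd. The albumin genes are close copies, so the values of single albumin genes are uncertain.

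The lists of defence and of rapid stress response genes had medians below 0. Above 0 lay 2 of 14 detected defence genes and 1 of 27 detected rapid response genes. Of 27 detected genes of the rapid touch, wound and stress response, 7 were at least 2-fold lower and none higher, with a median of -0.75, or -0.37 with a pseudocount of 5 FPKM. WRKY40 stood at 13.3 and 3.56 FPKM, the calmodulin-like gene TCH3 at 258 and 93.9, ERF105 at 22.1 and 7.94 and ERF5 at 14.3 and 5.51, ERF5 being under 2-fold with a pseudocount of 5 FPKM. Of 14 detected salicylate and pathogen defence genes, 5 were at least 2-fold lower and none higher, with a median of -0.69, which was -1.09 with a pseudocount of 0.1 FPKM and -0.31 with 5 FPKM. Of these 14 genes, 9 reached 1 FPKM in h3.3kd, so the other 5 count as detected through WT alone. PR1 had 4.57 FPKM in WT and 0.481 in h3.3kd, WRKY70 had 13.4 and 3.44, and PAD3, of camalexin synthesis, had 11.1 and 3.19. PR1 and PAD3 were under 2-fold with a pseudocount of 5 FPKM. Of 37 detected class III peroxidases, 8 were at least 2-fold lower and none higher, with a median of -0.41. Root hair genes, 15 of 15 below 0, and root tissue markers, 15 of 17 below 0, had medians of -0.36 and -0.33. PER52 stood at 4.24 and 0.307 FPKM, PER62 at 32.3 and 9.12 and PER71 at 84.5 and 27.0, and PER52 was under 2-fold with a pseudocount of 5 FPKM. The medians of the rapid response, defence and peroxidase lists lay below all 10000 random lists. The defence list no longer stood apart when genes under 5 FPKM in both libraries were left out (median -0.23, percentile 8.92). The study named oxidative stress among lower genes, so the peroxidase list is not independent evidence, and several peroxidases are close copies.

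Jasmonate genes went both ways. Of 25 detected members 4 were at least 2-fold higher and none lower, 18 lay above 0 and 7 below, and the median was 0.14, at percentile 99.7. The defensin genes PDF1.2C and PDF1.2A stood at 2.92 and 32.5 FPKM and at 9.70 and 63.3 FPKM, LOX2 at 36.6 and 156 and LOX3 at 1.75 and 4.78. LOX3 was under 2-fold with a pseudocount of 5 FPKM. The 2 defensins are close copies of each other. Of 18 detected cold, drought and abscisic acid genes, 2 were at least 2-fold higher (LTP4 at 0.320 and 5.24 FPKM, LTP3 at 6.57 and 15.8) and 1 lower (KIN1 at 11.2 and 4.40). Each of these 3 was under 2-fold with a pseudocount of 5 FPKM. The list median was 0.04, at percentile 82.3, but -0.02 with a filter of 5 FPKM. None of 9 detected heat shock genes reached 2-fold (median -0.10, percentile 36.4, but 0.03 both with no filter and with a filter of 5 FPKM), and HSP90.1 stood at 7.66 and 12.8 FPKM.

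Auxin response genes had a low median and flavonoid genes a high one. Of 17 detected auxin response genes 2 were at least 2-fold lower, IAA29 (46.8 and 17.9 FPKM) and IAA30 (3.96 and 1.18 FPKM), the latter under 2-fold with a pseudocount of 5 FPKM. The list median was -0.50, below all 10000 random lists, or -0.30 with a pseudocount of 5 FPKM. None of 11 detected flavonoid and anthocyanin genes reached 2-fold, yet 10 were above 0 and the median of 0.60, or 0.26 with a pseudocount of 5 FPKM, lay above all 10000 random lists. Of the 11, 8 reached 1 FPKM in WT. DFR stood at 0.787 and 2.51 FPKM, and F3H at 4.71 and 7.80. On FPKM itself, without the added 1, the ratio was 3.19 for DFR, 2.66 for LDOX and 7.37 for GSTF12, all under 1 FPKM in WT. None of 16 glucosinolate genes reached 2-fold (median -0.16, percentile 1.36, and 3.2 with random lists matched on WT expression), with CYP79B3 at 45.2 and 29.3 FPKM.

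Among developmental genes, the flowering time list had a low median and the detected leaf shape genes lay near equality. Of 10 detected flowering time genes 2 were at least 2-fold lower, AGL24 (12 and 1.68 FPKM) and the floral repressor FLC (1.95 and 0.341 FPKM), which was under 2-fold with a pseudocount of 5 FPKM. The list median was -0.36, at percentile 0.59, or 3.04 without genes under 5 FPKM in both libraries. It was -0.20 with a pseudocount of 5 FPKM and -0.23 with no filter. MAF1, a relative of FLC, stood at 47.7 and 25.8 FPKM. FT went the other way, at 0.628 and 1.78 FPKM, and was detected through h3.3kd alone. Of the 10 genes 2 lay above 0 and 8 below. The 3 detected floral organ identity genes had a median of -0.37 (percentile 15.6), or -0.68 and -0.24 with pseudocounts of 0.1 and 5 FPKM and -0.17 with no filter, and 1 of them reached 1 FPKM in h3.3kd. PI, with the largest ratio, stood at 1.58 and 0.350 FPKM, and SEP3 at 25.2 and 20.5 FPKM. None of 12 detected leaf margin and shape genes reached 2-fold (median 0.09, percentile 92.1). CUC1 (0.177 and 0.579 FPKM), CUC2 (0.382 and 0.234) and CUC3 (0.101 and 0.743) were under the 1 FPKM filter in both libraries. They took no part in that median. On FPKM itself the ratio of h3.3kd to WT was 3.27 for CUC1, 0.614 for CUC2 and 7.37 for CUC3. Ratios of such low values are imprecise. KNAT1, a homeobox gene of the meristem, stood at 9.97 and 5.43 FPKM.

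Cell cycle, clock and reference genes differed little. None of 17 detected replication genes of S phase reached 2-fold (median 0.12, percentile 98.3), and the ribonucleotide reductase gene TSO2 stood at 35.9 and 47.4 FPKM. None of 14 mitotic genes did so either (median -0.08, percentile 27.9), with CDKB2;2 at 17.5 and 13.9 FPKM. Of 9 DNA damage genes 1 was at least 2-fold lower, SMR5, at 1.08 FPKM in WT and listed at 0 in h3.3kd, and under 2-fold with a pseudocount of 5 FPKM. The list median was 0.11 (percentile 89.8). The 4 detected morning and 9 evening clock genes had medians of -0.07 (percentile 46.9) and -0.11 (percentile 11.5), with the morning median at 0.00293 with no filter, PRR7 at 62.4 and 58.8 FPKM and TOC1 at 64.5 and 52.1. The 14 reference genes ranged from -0.43 for ACT8 to 0.33 for EF1A, around a median of -0.00 at percentile 25.9 that took the opposite sign when the median ratio or the trimmed mean was set to 0.

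Of 37 lists with a percentile, 10 lay in the lowest 2.5% of their random lists and 12 in the highest 2.5%, where 1.85 would be expected by chance if genes varied independently. Members of a list can vary together between any pair of seedling pools, so these positions describe the 2 libraries and do not separate genotype from pool.

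**Figure D3:**
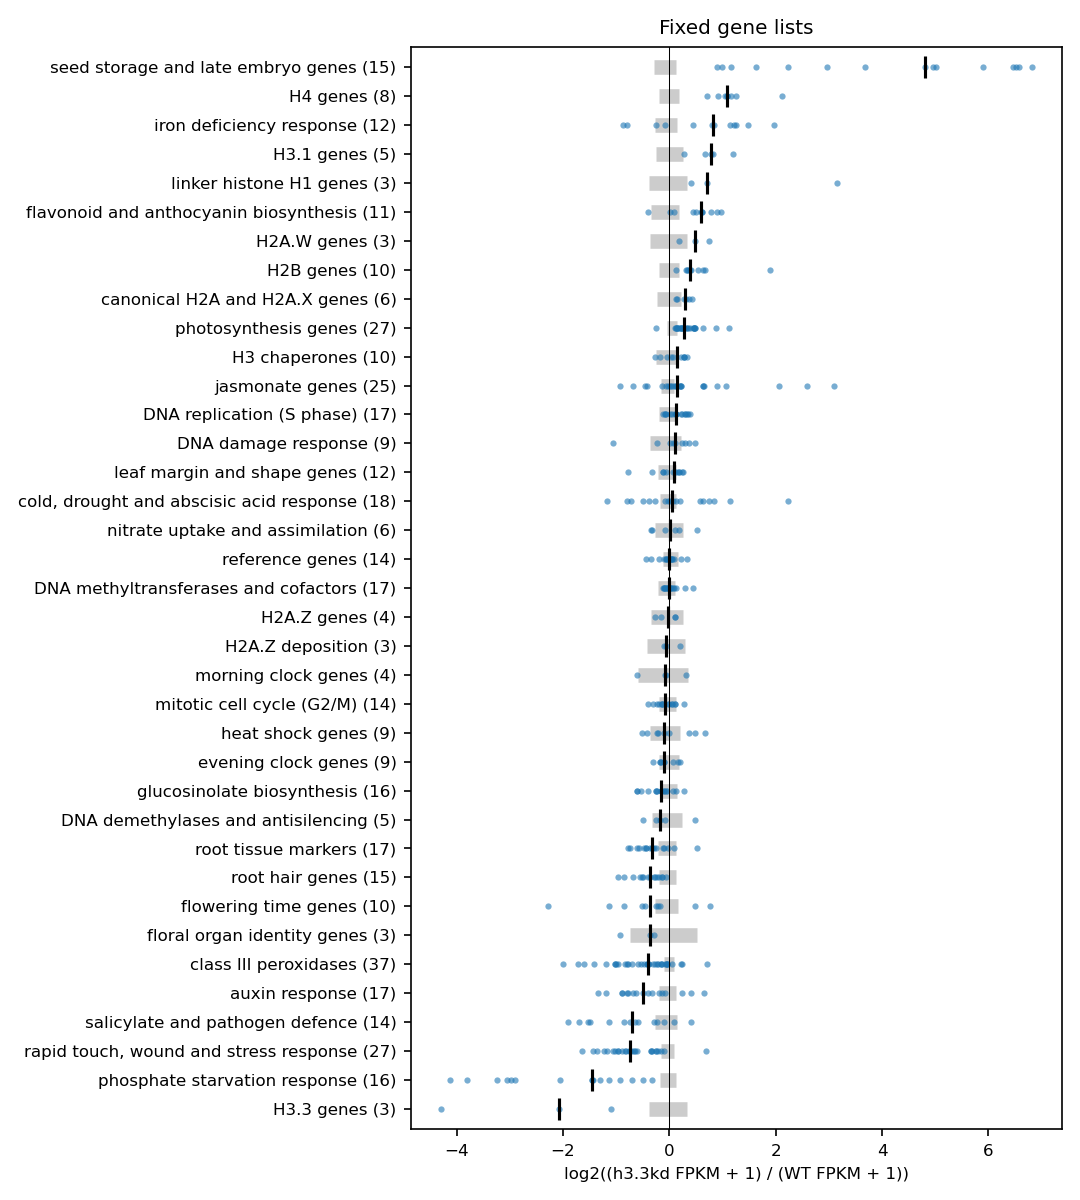
Log2 ratio of h3.3kd over WT, on FPKM + 1, for each detected member (blue points) of 37 gene lists, with the number of members in brackets and the median as a black bar. Grey bands span the medians of 10000 random lists matched on expression, without the lowest and highest 2.5%. Phosphate starvation genes lie far to the left at a median of -1.46 and seed storage genes far to the right at 4.81.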

Values the study reported

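The study reported over 900 genes with significantly different expression in h3.3kd seedlings, most of them lower. It counted 21340 expressed genes in wild type, defined by FPKM above 0.5, and 669 lower genes once the H3.3 genes were set aside. Among 123 genes of highly variable expression it found 44 lower in h3.3kd, against 1 affected gene among 379 housekeeping genes.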

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

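The protein-coding alternative and the left-out members kept were chosen after the data were seen; the rest were planned. Leaving out replicates does not apply with 1 library per genotype. No paired analysis was possible because each group has 1 library and no test was run. The 3 H3.3 genes stayed at least 2-fold lower under every pseudocount and scaling tried. Of 368 list percentiles under 10 other settings, 365 stayed on the same side of the lowest and highest 2.5% of random lists. The exceptions were defence (8.92) and flowering time (3.04) with a filter of 5 FPKM, and glucosinolate genes (3.2) with random lists matched on WT expression. With that filter fewer genes were left, and the medians moved from -0.69 to -0.23 for defence and from -0.36 to -0.26 for flowering time. For glucosinolate genes the cause was not tested. Of the lists outside these limits, 9 had a median that moved by over 1.5 times in some setting, 15 times in all, and none took the opposite sign. Of the lists inside the limits, 6 had a median that changed sign in some setting, all at most 0.103 from 0. Without a sign change, the median moved by over 1.5 times in 13 lists inside the limits, which apart from floral organ genes was at most 0.101 on the log2 scale. The count of genes at least 2-fold higher and lower depended on the pseudocount and threshold by construction: 422 and 962 with a pseudocount of 0.1 FPKM, 121 and 245 with 5 FPKM, 753 and 1632 at 1.5-fold, and 97 and 162 at 4-fold. With a filter of 5 FPKM 176 genes were higher, and among protein-coding genes listed above 0 in both libraries 145. Rescaling moved no gene by more than 0.03 on the log2 scale. Removing the filter could not alter these counts, since genes under 1 FPKM in both cannot reach 2-fold at a pseudocount of 1. Pearson's r was 0.908 with a pseudocount of 0.1 FPKM and 0.981 with no filter. By quintiles of WT expression the median log2 ratios were -0.0144, -0.044, -0.0285, -0.0306 and -0.00146 from lowest to highest, without the trend over quintiles of the mean. Grouping by 1 of the compared libraries can shift these medians by itself, so this does not count against that trend. Among single named genes, log2 ratios of scarce genes shrank most with a pseudocount of 5 FPKM: 15 were then under 2-fold, namely PR1, PAD3, FMO1, FRO2, BHLH38, CYP82C4, LOX3, FLC, ERF5, PER52, LTP3, LTP4, KIN1, IAA30 and SMR5. With a pseudocount of 0.1 FPKM 7 others passed 2-fold. Scarce genes and short RNA genes are measured least precisely, but the level at which depth becomes limiting cannot be had from FPKM values.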

Other observations

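Of the tests in the later paragraphs, the second phosphate list and the late embryogenesis list were written before their values were seen, and the others only after. All draw on the same 2 libraries, so none is independent evidence. The MIR399 genes and SDC were chosen for mention after their values were seen. MIR399b, MIR399c and MIR399d stood at 21.0, 13.9 and 48.7 FPKM in WT and were listed at 0 in h3.3kd, and MIR827 stood at 143 FPKM and was listed at 0. These were 3 of 6 MIR399 genes, and the other 3 were listed at 0 in both libraries. Of 63 detected microRNA genes 25 were listed at 0 in h3.3kd and 6 in WT, so a 0 is frequent for such short genes, can be a failed estimate, and gives no direction. SDC, a gene silenced by DNA methylation and under the detection limit here, stood at 0.214 FPKM in WT and 0.966 in h3.3kd.

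A second list of 16 phosphate starvation genes, none in the first, was tested on the same libraries. Its 13 detected members had a median log2 ratio of -0.75, and 0% of random matched lists lay lower (percentile 0). A lower phosphate starvation response in the h3.3kd pool would give such a median. The shift was smaller than in the first list: 3 of the 13 were at least 2-fold lower and 10 lay between. Below 0 lay 12, and 1 lay above. The 2 with the lowest ratios, G3PP1 and NPC4, stood at 43.1 and 11.8 FPKM and at 9.80 and 2.53 FPKM. A smaller share of root tissue in the h3.3kd pool would lower root markers alike, and 0 of 17 detected root tissue markers reached the median of the phosphate list, which argues against it as the whole cause. A different medium or plate for the 2 pools cannot be told apart from genotype, because there was 1 library per genotype. The lower response may therefore belong to the genotype or to the plates.

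The seed storage transcripts in h3.3kd may come from seeds that had not germinated. The values argue against mature dry seeds that hold late embryogenesis transcripts near the level of storage transcripts. The median of 16 such genes was 0.157 FPKM in h3.3kd, below the bound set in advance of 2.80. That bound is 0.1 of the median of the 15 detected storage list members (ratio of medians 0.00559, bootstrap upper limit 0.0804). The bootstrap drew genes, not seedling pools. In WT the median of the 16 genes was 0 FPKM, so their median, like that of the storage genes, was higher in h3.3kd. Of the 2 detected late embryogenesis genes, 1 was at least 2-fold higher and 1 at least 2-fold lower. Most of the 15 storage list members were detected through h3.3kd itself. Storage and oil body genes were therefore also taken with no filter, after the values were seen. These were nearly the same genes, with the left-out CLO2 now included, so the equal bound is no separate check. Of the 16 late embryogenesis genes 0 reached it. Against all 23 kept members, which include late embryo genes and regulators, the bound was 0.395 and the median lay below it, but 6 of the 16 genes reached it and the bootstrap upper limit of the ratio was 0.67. The embryo regulators LEC1, LEC2, FUS3 and ABI3 reached at most 0.228 FPKM, too near the floor to tell whether they were active. Seeds or seedlings at another stage, and an effect of H3.3 on these genes, stay untested.

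H4 transcripts may be higher because of more cells in S phase, and 0 of 17 detected replication genes reached the H4 median of 1.09. This argues against S phase as the whole cause only if both groups rise alike with more such cells, which was not tested. The replication genes had a median of 0.12, at percentile 98.3, so a contribution of S phase stays open. Reads moved between near-identical H4 copies would leave the family's sum alike, and the summed FPKM of H4 genes was 2.68 times that in WT. A response of H4 genes to the loss of H3.3 stays a hypothesis, since 1 pool per genotype cannot separate genotype from pool. On western blots the study found less total H3 and H4 protein in h3.3kd, so the H4 transcript values do not stand for protein.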
